A study of Mus musculus with 3 samples. Its data were reported in "PDGFRβ+ cells play a dual role as hematopoietic precursors and niche cells during mouse ontogeny" (2022).

How the data were processed

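Bulk RNA-seq was made from cells of the aorta-gonad-mesonephros region (AGM) of C57BL/6J mouse embryos at embryonic day 11 (E11). Cells carrying CD31, CD45 or cKit were excluded during flow cytometry sorting, and 3 populations were collected by their staining for NG2, the proteoglycan encoded by Cspg4, and for the receptor PDGFRβ. Each population gave 1 library, so no group has a replicate. How many cells entered each library is not given in the sources used here. The cells were lysed on sorting, full-length cDNA was made from polyadenylated RNA by a Smart-seq2-type protocol, and the fragmented cDNA was sequenced as short single reads. Such libraries carry no molecular identifiers and no strand information, so reads of a gene and of an antisense partner cannot be told apart.

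The authors deposited TPM, read shares normalized to gene length, for 47069 genes with Ensembl identifiers, in 1 column per library. TPM are relative to all genes of the table, including ribosomal RNA, mitochondrial genes and pseudogenes, and add up to 1000000 in each library. Per the submitters' processing notes, reads were aligned with TopHat2 2.0.10 to mm10, the GRCm38 assembly of the mouse genome. The methods of the study describe TPM of RefSeq transcripts computed with Cufflinks and, separately, reads counted over a GENCODE annotation. The identifiers of the deposited table and its values, which are whole reads divided by a gene length, do not match the first of these routes, and the route that was used is not stated. Reads that align to several places appear to have been counted, since nuclear copies of mitochondrial genes carry high TPM. Values of near-identical genes, such as the actins Acta2, Actg2 and Actc1 or the globins Hba-a1 and Hba-a2, are therefore uncertain. A second sheet held 4 columns for a pair of genes under names that could not all be assigned to the samples, and it was not used.

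The table gives no read counts. Depth was recovered after the data had been seen, because TPM multiplied by the exon length of a gene was a whole multiple of 1 constant per library. Among 8791 genes with 50 to 5000 reads in each library, 98.3% gave whole reads in all 3 libraries, within 0.002 of a read. The exon length, shared by the 3 libraries, was sought over a wide range around that of GENCODE release M21. The nearest length that gave whole reads was taken, and it was not required to lie close to the annotated one. With constants shifted by 3%, 0% of a subset of these genes gave whole reads. The recovered reads were used for depth and for intervals only. Intervals of a level are exact Poisson intervals and those of a ratio are exact binomial intervals, both at 95%, and both cover counting error only, since PCR copies of a molecule are counted as separate reads. They say nothing about variation between embryos or sorts.

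TPM of the 53 symbols found on several rows were summed, which left 47007 symbols. The 1759 identifiers without a symbol were kept under their identifier. In all, 98.9% of the identifiers were present in GENCODE release M21, and 84.5% of the rows had the same coordinates there. Printed coordinates are those of the deposited table on mm10. The ratio between a pair of libraries was computed as log2((TPM + 1)/(TPM + 1)), with a pseudocount of 1 TPM. A gene was counted as higher or lower at a difference of 4-fold or more on this scale, with at least 10 TPM in the higher library. A gene was counted as highest in a population when it passed that limit against each of the other 2 libraries. No test across genes was made, since genes are not replicates.

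Gene lists for the cell types, pathways and technical properties that a sorted AGM population could hold, 35 in all, were fixed before the data were examined, as were the comparisons, the limits, the rule for named genes and most alternative settings. Of these lists, 4 repeat genes that the text of the study names for its populations, some of them shown on these same libraries, and their direction is not independent evidence. For each list the median log2 ratio of its members with a mean of at least 1 TPM was set against 10000 random lists of equal size, drawn from the 15885 genes at that level and matched on mean expression in 20 bins. A list was said to stand apart when its median lay above the 97.5 or below the 2.5 percentile of the random lists. Lists with fewer than 3 such members were given values only. The genes named are the sort genes, the genes named by the study, the globins, the 10 highest and 10 lowest ratios of each comparison and the 10 genes furthest above both other libraries in each population, at 10 TPM or more and leaving out predicted genes, pseudogenes and small RNA genes. For each other list they are the 2 highest and 2 lowest ratios of each comparison among members with 5 TPM or more in the higher library. Where the text names fewer or other members, it says so or takes them from the same set.

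Alternative settings were pseudocounts of 0.1 and 5 TPM, no filter on level, a stricter filter of 50 TPM for single genes and of a mean of 10 TPM for lists, limits of 2-fold and 8-fold, median-ratio rescaling, removal of the globin genes or of the 20 highest genes with rescaling, quantile normalization, the highest row in place of the sum for repeated symbols, and the mean in place of the median of a list. A pair of alternatives was added after seeing the data. The first keeps nuclear protein-coding genes only and rescales each library over them. The other centres the log2 ratios on the median of 20 bins of GC content and then of 20 bins of transcript length, using the longest GENCODE M21 transcript, which 99.6% of the genes had.

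The procedure was tested on simulated libraries that were all drawn from the depth and levels of DN. The depth and levels of DP and PDGFRβ-S were not simulated. In simulated DP against DN over 47007 genes, 100% of 50 genes raised 8-fold and 98% of 50 lowered 8-fold were counted, as were 0% of genes changed 2-fold in either direction. Counting noise alone gave 10 calls among unchanged genes there and 14 in simulated PDGFRβ-S against DN. Of 50 random unchanged lists, 0 fell outside the percentile limits. They were drawn at random, as were the lists they were scored against, so this does not cover lists whose members vary together. With a GC trend added, 265 unchanged genes were called before the centring and 15 after it. Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9 were used.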

Results

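The dorsal aorta of the AGM, where hematopoietic stem and progenitor cells (HSPCs) emerge, is surrounded by perivascular and stromal cells. Bulk RNA-seq was measured in 3 sorted populations of these cells at E11, with 1 library per population. Double-positive (DP) cells carried NG2 and PDGFRβ, and the labels describe them as vascular smooth muscle cells. PDGFRβ-single (PDGFRβ-S) cells carried PDGFRβ without NG2, and double-negative (DN) cells are described as stroma. By the labels DN cells carried neither marker, while the text of the study calls their PDGFRβ low or absent. Because no population had a replicate, no p-value can be given, and the differences describe these libraries and not the populations of other embryos.

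The reads recovered on genes came to about 10384000 in DP, 9239000 in PDGFRβ-S and 11216000 in DN, of which 8575000, 7322000 and 9149000 lay on nuclear protein-coding genes. DP had 14511 genes at 1 TPM or more, PDGFRβ-S 15019 and DN 16484. For a gene with 2 kb of exons, 3 reads corresponded to 0.388 TPM in DP, 0.325 in PDGFRβ-S and 0.305 in DN. Mitochondrial genes took 10.5% of TPM in DP, 25.5% in PDGFRβ-S and 24.4% in DN. Ribosomal RNA, counted with the ribosomal RNA-related gene Gm42418, took 12.3%, 0.624% and 1.14%. Nuclear protein-coding genes were left with 56.5%, 43.4% and 46.3%, so a TPM ratio that includes DP also carries the difference in these shares.

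**Figure D1:**
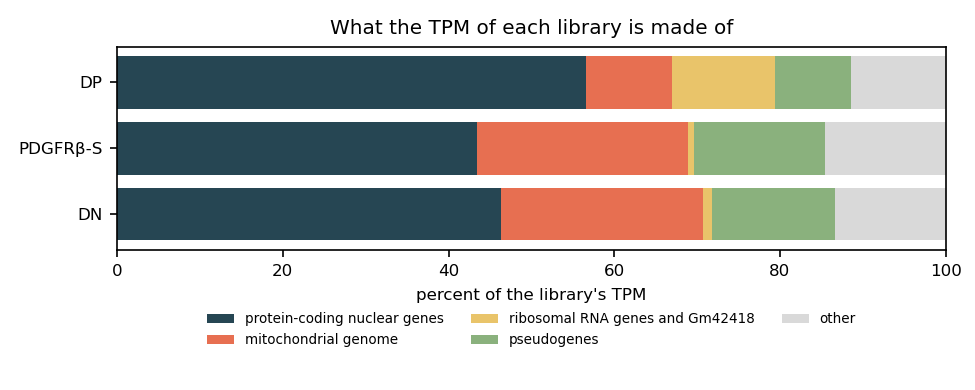
Share of TPM taken by each class of genes in the DP, PDGFRβ-S and DN libraries, 1 library per population.

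Pdgfrb and Cspg4, the genes of the surface proteins used for the sort, were examined first. Pdgfrb, the PDGF-B receptor of mural cells (chromosome 18, 61045150 to 61085061, mm10), was at 35.1 TPM in DP (95% counting interval 33.0 to 37.3), 14.3 in PDGFRβ-S (13.1 to 15.6) and 7.32 in DN (6.48 to 8.23). It was thus 1.96-fold higher (1.69 to 2.28) in PDGFRβ-S than in DN, and DN cells were not free of the transcript. Cspg4 (chromosome 9, 56865104 to 56899870), which encodes NG2, was at 10.5 TPM in DP (9.39 to 11.7), 0.485 in PDGFRβ-S (0.287 to 0.766) and 1.31 in DN (0.979 to 1.72). The 18 reads in PDGFRβ-S and 52 in DN put its level 2.70-fold higher (1.56 to 4.91) in DN. Transcripts of the excluded surface proteins were scarce. Pecam1 (CD31, of endothelial cells) had 2 reads in DP, 1 in PDGFRβ-S and 0 in DN. Ptprc (CD45, of blood cells) had 0 reads in all 3 libraries, and 3 reads, taken as the floor, would correspond to 0.0423, 0.0355 and 0.0333 TPM in DP, PDGFRβ-S and DN. Kit (cKit) was at 1.20, 0.988 and 1.71 TPM in the same order.

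The genes that the study names for its populations come largely from its single-cell data, and some were also shown on these libraries, so their direction is not independent evidence. All 6 genes named for DP were highest there. Acta2 (smooth muscle α-actin) was at 6256 TPM in DP, 148 in PDGFRβ-S and 84.1 in DN. Rgs5, a regulator of G-protein signaling in pericytes, was at 113, 30.7 and 14.4 TPM. Heyl, a target of Notch in mural cells, was at 94.7, 1.43 and 2.26 TPM, and the Notch ligand gene Jag1 was at 37.2, 16.97 and 10.7 TPM. Mcam (CD146, an adhesion molecule of mural cells) was at 100.2, 4.85 and 6.37 TPM, and Cd248 (endosialin) was at 157, 7.03 and 4.92 TPM. Of the 4 transcription factor genes named for PDGFRβ-S, Twist1 was highest there at 38.4 TPM, against 15.8 in DP and 23.6 in DN. Id2 was at 550.3, 975 and 889 TPM in DP, PDGFRβ-S and DN, and its difference between PDGFRβ-S and DN changed sign under quantile normalization. Tbx3 (0.708, 3.68 and 5.26 TPM) and Isl1 (19.04, 20.2 and 57.7 TPM) were highest in DN. The study compared clusters of single cells, in which sympathetic and skeletal muscle cells were kept apart from DN. The sorted DN library held transcripts of both cell types, and Isl1 is also on the sympathetic list used here. DN in this sort and DN in the single-cell data are therefore not the same set of cells.

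The study also names genes of sclerotome and cartilage for NG2-single cells, a further population, which has no library here. In these libraries the cartilage regulator Sox9 (13.1, 24.6 and 35.9 TPM), the collagen gene Col2a1 (14.6, 20.0 and 47.9 TPM), and the sclerotome genes Pax1 (9.25, 10.4 and 17.9 TPM) and Pax9 (0.765, 2.83 and 3.96 TPM) were highest in DN. Pax9 was no longer highest in DN after quantile normalization or GC and length centring. Acan (aggrecan) was at 0.0551 TPM in DP, 1.67 in DN and listed at 0 in PDGFRβ-S. Lepr, Pdgfra and Tbx18, named for all sorted subsets, were present in each library at 38.2, 52.4 and 43.1 TPM, at 19.4, 30.6 and 32.8 TPM and at 9.65, 16.8 and 11.6 TPM.

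**Figure D2:**
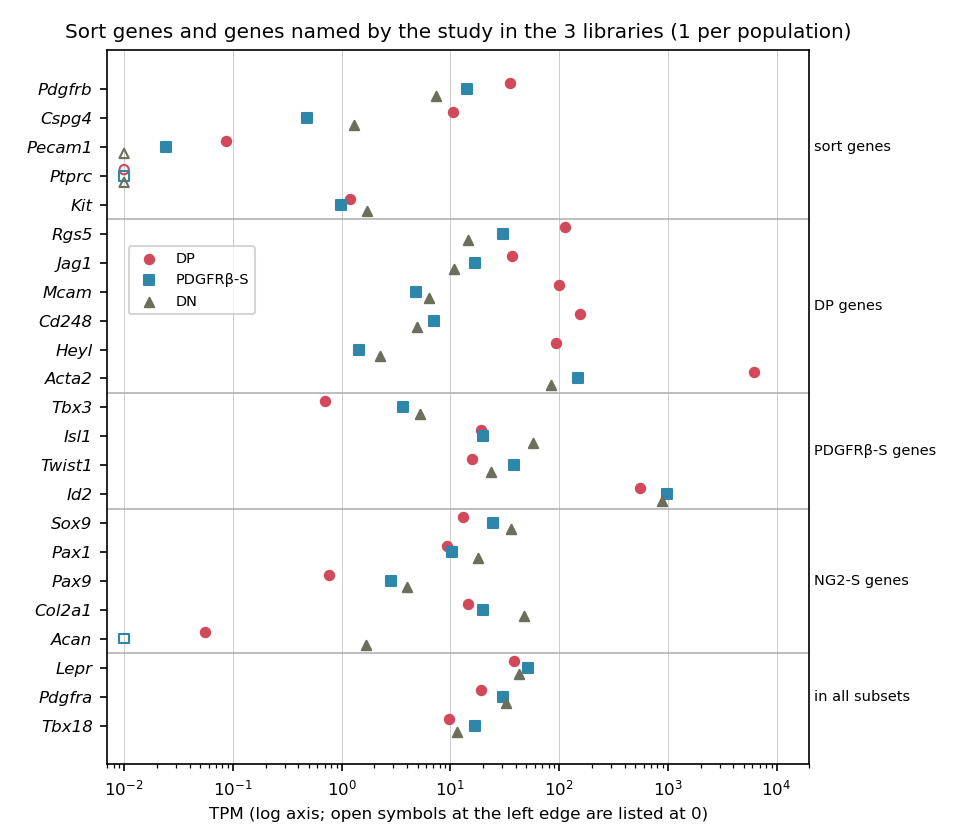
TPM of the sort genes and of the genes named by the study in the DP, PDGFRβ-S and DN libraries.

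DP was compared with DN to ask how the cells carrying both markers differ from the remaining stroma. The contractile apparatus of smooth muscle set them apart. Acta2 (chromosome 19, 34241090 to 34255336) was 74.4-fold higher in DP (69.1 to 80.1), although reads shared with other actin genes leave its exact level uncertain. Tagln (transgelin, an actin-binding protein; chromosome 9, 45929628 to 45936058) was at 952 TPM in DP and 14.1 in DN, 67.6-fold apart (58.0 to 79.4). Cnn1, which encodes the calponin of differentiated smooth muscle (chromosome 9, 22099281 to 22109630), was at 249 TPM in DP and rested on 3 reads, 0.257 TPM, in DN. Myh11 (smooth muscle myosin) was at 34.1 and 0.214 TPM, Tpm2 (a tropomyosin) at 155 and 15.1 TPM and Actg2 (the actin of visceral smooth muscle; chromosome 6, 83512905 to 83536265) at 941 and 3.39 TPM. The mechanosensitive gene Ankrd1 (chromosome 19, 36111965 to 36119844) was at 227 TPM in DP and listed at 0 in DN, and the forkhead gene Foxs1 (chromosome 2, 152931898 to 152933208) was at 34.9 TPM and also listed at 0 in DN. Of 23 measured contractile genes, 20 were at least 2-fold higher in DP, with a median log2 ratio of 2.40, above all random lists (percentile 100).

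DP cells also carried more transcripts of extracellular matrix. Fbln5, needed for elastic fibers (chromosome 12, 101746565 to 101819055), was at 91.3 TPM in DP and 0.592 in DN. The fibrillar collagen gene Col1a1 was at 246 and 12.3 TPM, Sparc, a collagen-binding protein, at 835 and 99.9 TPM, and Postn (periostin) at 194 and 33.5 TPM. The median of 26 fibrillar and elastic matrix genes was 1.88 (percentile 100), with 19 of them at least 2-fold higher, whereas Vcan (versican) was lower at 24.3 against 75.03 TPM. Basement membrane genes such as Col4a1 (56.2 and 14.1 TPM) and Col4a2 (28.7 and 6.00 TPM) had a median of 1.12 (percentile 99.9). The pericyte and mural cell list, which shares genes with the sort and with the study's choices, had a median of 1.69 over 18 genes (percentile 100). Within it the forkhead gene Foxf2 ran the other way, at 3.72 TPM in DP and 29.2 in DN.

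Genes of niche function were split. The list of niche and HSPC support genes had a median of 0.86 over 22 genes (percentile 99.95), with 10 at least 2-fold higher and 3 at least 2-fold lower in DP. Many of its members are also named by the study, so its position is not independent evidence. Among them are Jag1, Lepr, Mcam, Bmp4, Cxcl12, Kitl, Nes, Col1a2, Cited2, Hif1a, Ednra and Aldh1a2. Dlk1, a Notch-related surface protein of stroma, was at 22.8 TPM in DP and 3.07 in DN, and Cxcl12, a chemokine of HSPC niches, was at 72.3 and 32.3 TPM. Kitl, which encodes stem cell factor, was lower in DP at 1.98 against 11.1 TPM, and Igf1 was lower at 14.7 against 47.1 TPM. Wnt2 was at 75.9 and 5.22 TPM, Tgfb3 at 66.8 and 5.76 TPM, and the Notch feedback gene Nrarp at 20.1 and 0.472 TPM, while the Wnt co-receptor gene Lrp6 was lower at 4.31 against 15.2 TPM. The list medians for Notch (0.36, changing sign after rescaling to nuclear protein-coding genes), Wnt (−0.03, changing sign with scaling) and BMP and TGF-β signaling (−0.20) lay within the random lists, although Notch passed the limit with the stricter filter (1.47) and by its mean (0.80). A few endothelial genes were higher in DP, among them Flt1 (10.4 and 0.0705 TPM) and Ecscr (18.9 and 0.0902 TPM), and the median of 13 endothelial genes was 0.89 (percentile 99.9). Of the 13, 5 were at least 2-fold higher and 1, Cldn5, at least 2-fold lower, listed at 0 in DP and at 4.45 TPM in DN. The other members of the 24-gene list fell below the filter on level. Among these, Cdh5, Tie1 and Sox17 had 0 reads in all 3 libraries and Pecam1 had 2 in DP.

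In the other direction, most transcripts of sympathetic neurons and skeletal muscle were lower in DP than in DN. Dbh (chromosome 2, 27165233 to 27183200) and Th (chromosome 7, 142892752 to 142931128), which encode enzymes of catecholamine synthesis, were at 45.8 and 21.8 TPM in DN and listed at 0 in DP. The neuronal genes Stmn3 (chromosome 2, 181306459 to 181314500), Cartpt (chromosome 13, 99898484 to 99900683) and Ina were at 98.3, 67.6 and 39.0 TPM in DN and likewise listed at 0 in DP. Myog, the regulator of muscle differentiation (chromosome 1, 134289989 to 134292548), was at 38.0 TPM in DN and listed at 0 in DP, and Tnnc2 (fast troponin C) was at 34.3 and 0.323 TPM. Of 17 sympathetic and neural crest genes 14 were at least 2-fold lower in DP (median −2.58, percentile 0), as were 9 of 12 skeletal muscle genes (median −1.82, percentile 0). Some members stayed level or ran the other way, such as Chrna1, a subunit of the acetylcholine receptor of muscle, at 98.7 TPM in DP and 107.8 in DN, and the cardiac actin gene Actc1, at 1988 and 268 TPM. Embryonic globin Hbb-y (chromosome 7, 103851745 to 103853240) was at 375 TPM in DP and 10273 in DN, 27.4-fold lower (25.7 to 29.2), and the median of 7 globin genes was −2.48 (percentile 0).

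Lists that follow the state of cells or libraries moved as well. The median of 11 dissociation stress and immediate early genes was 2.02 in DP against DN (percentile 99.99), with Ier3 at 31.8 and 1.44 TPM, and that of 22 cell cycle genes was 0.88 (percentile 99.97). Housekeeping genes had a median of 0.58 (percentile 97.85), which came within the limits after quantile normalization or rescaling to nuclear protein-coding genes, and mitochondrial genes one of −1.18 (percentile 0.01).

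In all, 412 genes were at least 4-fold higher and 331 at least 4-fold lower in DP than in DN, of 8268 with 10 TPM or more in the higher library. Nuclear protein-coding genes made up 363 of the higher and 122 of the lower. The higher genes had a median of 624 reads in DP and the lower genes 68 in DN, so the second group rests on fewer reads. The division depended on scaling, with 393 higher and 644 lower after removal of the 20 highest genes, 316 and 383 after rescaling to nuclear protein-coding genes, and 328 and 168 after GC and length centring. Over the 5109 genes at 10 TPM or more in all 3 libraries the median log2 ratio was 0.06, with 90% of them between −1.35 and 1.55.

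**Figure D3:**
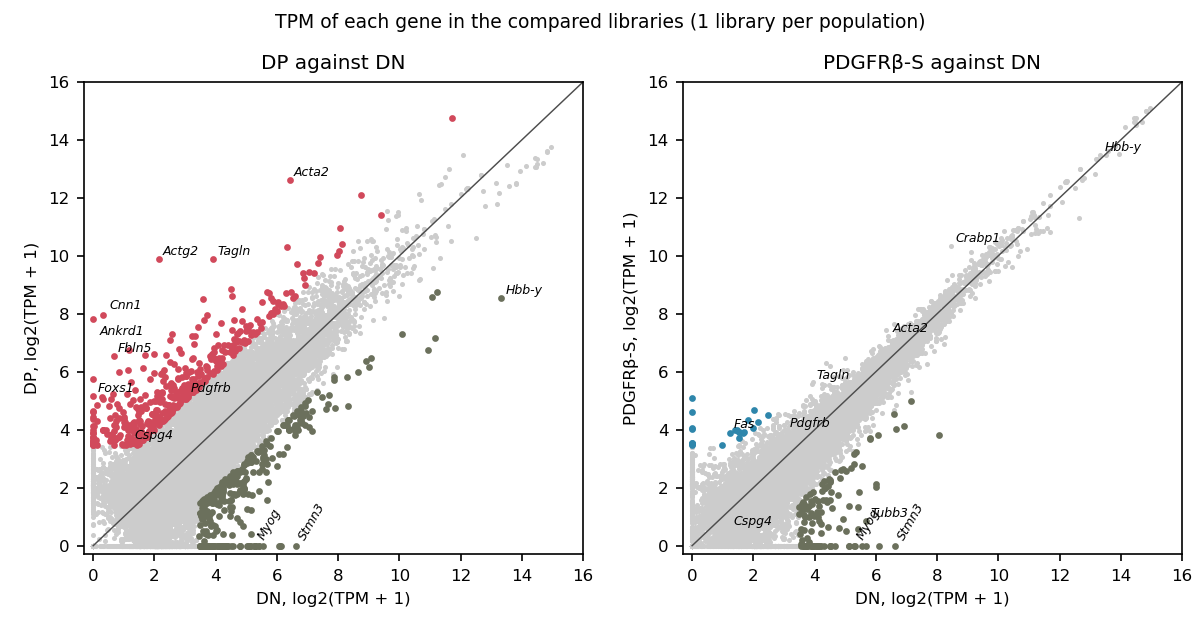
Levels of all genes as log2(TPM + 1) in DP against DN and in PDGFRβ-S against DN, with colored points for genes at least 4-fold apart with 10 TPM or more in the higher library.

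PDGFRβ-S was compared with DN to ask what distinguishes the cells that carry PDGFRβ alone from the remaining stroma, whose PDGFRβ is low or absent. Few genes were higher in PDGFRβ-S, and most were moderately so. Fas, which encodes a death receptor (chromosome 19, 34290659 to 34327770), was at 14.0 TPM in PDGFRβ-S and 1.35 in DN on 116 and 12 reads, 10.3-fold apart (5.69 to 20.6). Crabp1, a retinoic acid-binding protein of mesenchyme (chromosome 9, 54764748 to 54773110), was at 1301 and 349 TPM, 3.73-fold apart (3.51 to 3.96). The homeobox gene Alx1 was at 11.7 and 2.90 TPM, the calcium-binding protein gene S100a6 at 10.7 and 2.31 TPM, the protease gene Adamts18 at 22.5 and 7.23 TPM and Tagln at 47.3 and 14.1 TPM. The forkhead gene Foxd1, of stromal progenitors, was at 16.4 and 5.20 TPM, and Wnt2 was at 15.7 and 5.22 TPM.

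Contractile and matrix genes differed little between PDGFRβ-S and DN. The contractile list had a median log2 ratio of 0.18 against DN (percentile 99.99), with 4 of 23 genes at least 2-fold higher and 2 at least 2-fold lower. Among them Mylk (myosin light chain kinase) was at 6.70 TPM in PDGFRβ-S and 1.71 in DN, and Des (desmin) was lower at 1.79 against 6.10 TPM. The fibrillar and elastic matrix list had a median of 0.27 (percentile 100), led by Fbln5 (9.26 and 0.592 TPM) and Dcn (decorin, 200.4 and 95.3 TPM). Niche genes, many of them also named by the study, had a median of 0.21 (percentile 100) and mesenchymal transcription factors one of 0.10 (percentile 99.99). Of the 22 niche genes 0 were at least 2-fold higher, 21 were within 2-fold and 1, Kitl, was lower at 4.11 against 11.1 TPM. Of the 20 transcription factors 16 were within 2-fold, 1 was higher and 3 were lower. These high percentiles go with small ratios, as the median of all 15885 genes at that level was −0.30. The pericyte and mural cell median was −0.06 (percentile 97.47, just below the limit), and it became positive under 4 of the scalings, including 0.27 after quantile normalization.

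Most transcripts of sympathetic neurons and skeletal muscle were lower in PDGFRβ-S than in DN, as they were in DP. Stmn3, Cartpt, Dbh, Ina, Th and Myog were listed at 0 in PDGFRβ-S too. Sln, which encodes sarcolipin of muscle, was at 50.5 TPM in DN and listed at 0 in PDGFRβ-S, and the neuronal tubulin gene Tubb3 was at 0.813 TPM in PDGFRβ-S and 50.4 in DN. Of the 17 sympathetic and neural crest genes 15 were at least 2-fold lower (median −2.58, percentile 0), as were 9 of 12 skeletal muscle genes (median −2.11, percentile 0). Of 14 coelomic and gonadal genes 5 were at least 2-fold lower and 9 within 2-fold, with a median of −0.81 (percentile 0.260), the lowest being the mesothelial genes Upk1b (0.368 and 7.12 TPM) and Lrrn4 (listed at 0 in PDGFRβ-S and 5.30 TPM in DN). The median of epithelial genes was −1.002 (percentile 0.280), with Foxa1 at 0.476 TPM in PDGFRβ-S and 7.45 in DN. Hypoxia and glycolysis genes (median −0.79, percentile 0.0400) and housekeeping genes (median −0.45, percentile 0.250) also fell below the limit, the latter with 0 of 21 genes 2-fold apart. Globin genes did not separate these libraries (median 0.05, changing sign with scaling).

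At the same limits 23 genes were higher and 122 lower in PDGFRβ-S than in DN. Only 1 of the 23 was a nuclear protein-coding gene, Fas, and the median of the 23 was 7 reads in PDGFRβ-S, a depth at which a 4-fold difference can arise from counting. Of the 122 lower genes 74 were nuclear protein-coding, with a median of 135 reads in DN. Quantile normalization gave 50 higher and 97 lower. The 5109 well-detected genes lay close together, with a median of −0.20 and 90% of them between −0.86 and 0.43.

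DP was compared with PDGFRβ-S to ask what NG2 adds among PDGFRβ-positive cells. The contractile genes again came first. Acta2 was 42.2-fold higher in DP (39.9 to 44.8), Actg2 was at 941 TPM against 3.87, Cnn1 at 249 against 4.76 and Myh11 at 34.1 against 0.458, while Ankrd1 was listed at 0 in PDGFRβ-S. The cardiac actin gene Actc1 (chromosome 2, 114047282 to 114053548) was at 1988 TPM in DP, 13.1 in PDGFRβ-S and 268 in DN, subject to the same sharing of reads between actins. Heyl (chromosome 4, 123233556 to 123249875) was at 94.7 and 1.43 TPM, and Anxa1 (annexin A1) at 62.7 and 0.922 TPM. Chst12, which encodes a chondroitin sulfotransferase acting on proteoglycan chains, was at 69.1 and 1.05 TPM. Of the 23 contractile genes 19 were at least 2-fold higher in DP (median 2.61, percentile 100), and the matrix list had a median of 1.52 (percentile 100). The pericyte list had a median of 1.19 (percentile 99.7), led by Heyl and Foxs1, with Abcc9, a potassium channel subunit of pericytes, lower at 10.2 against 23.9 TPM.

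Cell-state genes also differed between DP and PDGFRβ-S. The cell cycle list had a median of 1.17 over 22 genes (percentile 99.9), with Cdc20, which drives exit from mitosis, at 373 TPM in DP and 40.8 in PDGFRβ-S and the replication gene Mcm6 at 158 and 23.5 TPM. The list of dissociation stress and immediate early genes had a median of 2.47 over 11 genes (percentile 100), with Ier3 at 31.8 and 1.53 TPM and Atf3 at 10.2 and 0.169 TPM. Of 15 hypoxia and glycolysis genes 8 were at least 2-fold higher in DP (median 1.02), such as the glucose transporter gene Slc2a1 at 56.3 and 3.32 TPM, while the hexokinase gene Hk2 was at 4.03 and 6.39 TPM. Housekeeping genes, expected to stay level, had a median of 1.02 (percentile 99.5), which was 0.64 after rescaling to nuclear protein-coding genes and 0.63 after quantile normalization. In contrast, the 9 mitochondrial genes had a median of −1.36 (percentile 0.0300), which came within the limits after quantile normalization (−0.83) and GC and length centring (−0.47). Cytokeratin genes Krt8 (150 and 4.93 TPM) and Krt18 (87.3 and 6.97 TPM) were higher in DP, and with Cd24a they were the 3 measured members of the notochord list, which therefore says little about notochord. Of 14 coelomic epithelium and gonad genes 9 were at least 2-fold higher in DP (median 1.90, percentile 100), Krt8 and Krt18 included, and with them Krt19 (30.5 and 1.21 TPM) and Upk1b (10.8 and 0.368 TPM). The epithelial list, which also holds Krt8, Krt18 and Krt19, had a median of 2.06 (percentile 99.99), which was 0 without a filter on level.

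Fewer genes were higher in PDGFRβ-S than in DP, and the leading ones were globins. Hbb-y was at 11278 TPM in PDGFRβ-S and 375 in DP, Hbb-bh1 at 2690 and 142 TPM and Hba-x at 1216 and 107 TPM, and the median of the 7 globin genes was −2.16 (percentile 0). Foxc1, a regulator of mesenchymal niche cells, was at 24.7 TPM in PDGFRβ-S and 5.43 in DP, Foxd1 at 16.4 and 4.62 TPM, Igf1 at 48.0 and 14.7 TPM and the homeobox gene Hoxd11 at 53.6 and 12.6 TPM.

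DP exceeded PDGFRβ-S at 779 genes and was lower at 208, of which 706 and 44 were nuclear protein-coding. Median-ratio rescaling gave 547 and 295, removal of the 20 highest genes 714 and 404, and quantile normalization 461 and 318. Ratios moved with sequence composition, since the median of the 5109 well-detected genes went from −0.33 in the 10% of genes with the lowest GC content to 0.64 in group 8 of 10, and by length from −0.73 in the shortest 10% to 0.70 in group 5. Centring on GC and length lowered the 779 to 383.

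Across the 3 populations, 348 genes were highest in DP by 4-fold or more against both others, 14 in PDGFRβ-S and 77 in DN. Those of DP had a median of 704 reads, and besides the contractile genes they included Hspb1, a small heat shock protein of muscle (360 TPM in DP, 12.7 in PDGFRβ-S and 11.1 in DN), and the focal adhesion gene Lims2 (32.3, 0.385 and 0.241 TPM). None of the 14 in PDGFRβ-S was a nuclear protein-coding gene, and they had a median of 7 reads. Of the 77 of DN 41 were nuclear protein-coding, and the 77 had a median of 98 reads, with 26 of them under 20 reads. With predicted genes, pseudogenes and small RNA genes left out, they were led by neuronal and muscle genes. Ldoc1 (16.1 TPM) and the urotensin gene Uts2b (17.3 TPM) were listed at 0 in both other libraries.

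**Figure D4:**
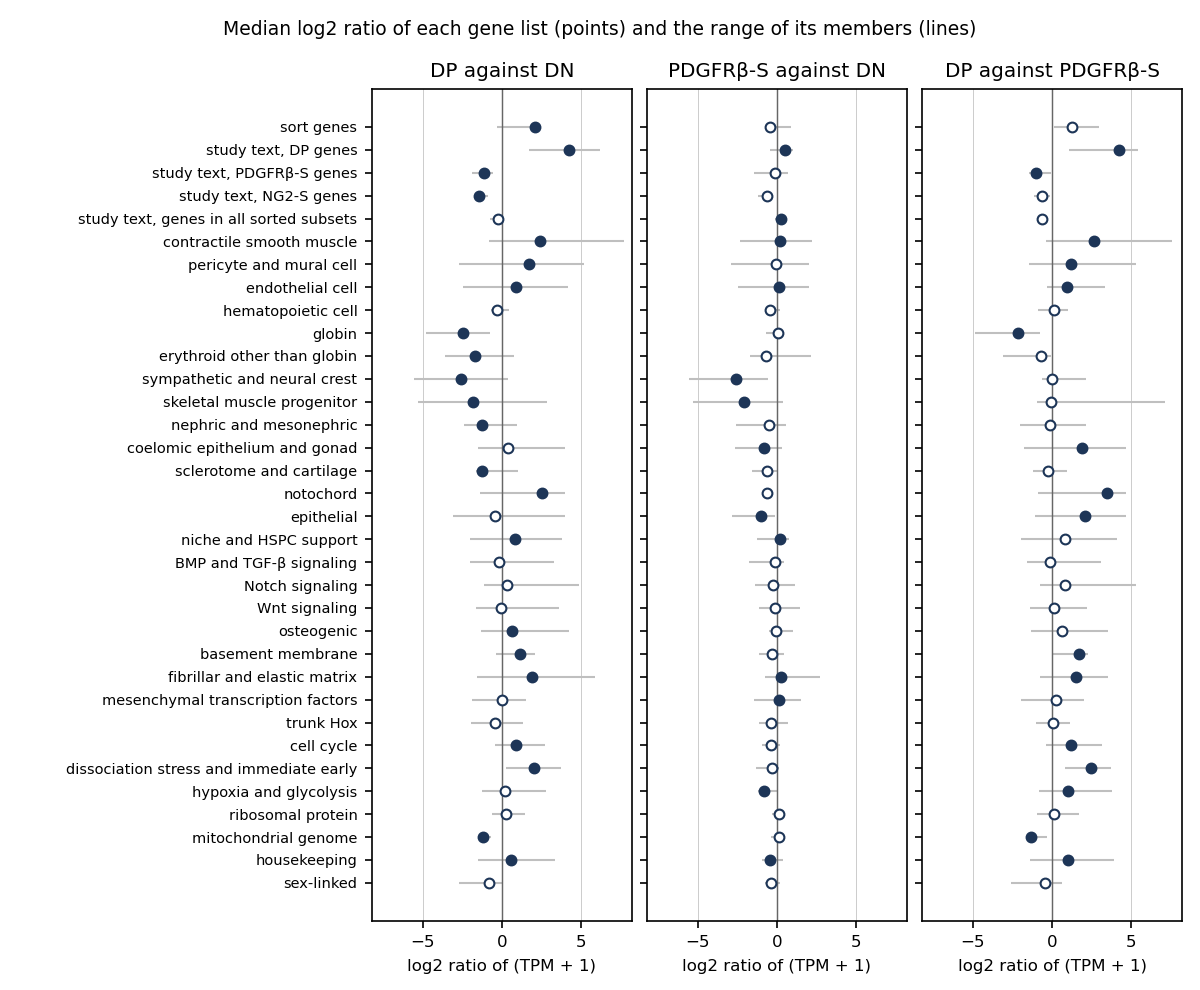
Median log2 ratio of each gene list in the 3 comparisons, with lines for the range of its members and filled points where the median lies outside the middle 95% of expression-matched random lists. Medians near 0 can change sign with the scaling, as those of the Notch, Wnt, pericyte (PDGFRβ-S against DN) and ribosomal protein lists did.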

Values the study reported

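In its flow cytometry of E11 AGM cells negative for CD31, cKit and CD45, the study reported that DP cells made up 1.21% of the cells, PDGFRβ-S cells 28.66% and DN cells 68.67%. In its separate data on single cells of the whole AGM, the study distinguished 12 major populations. It reported Rgs5 in 52% of DP cells and in 13% of NG2-S cells, a further population around the notochord that was not among the libraries described here.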

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

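Rescaling to nuclear protein-coding genes and centring on GC and length were chosen after seeing the data. Counts are given in the order higher and lower in DP than DN, higher and lower in PDGFRβ-S than DN, higher and lower in DP than PDGFRβ-S, and highest in DP, PDGFRβ-S and DN. The main counts were 412, 331, 23, 122, 779, 208, 348, 14 and 77. A limit of 2-fold gave 1575, 1341, 111, 601, 2364, 868, 1446, 66 and 256, and one of 8-fold gave 134, 120, 9, 64, 187, 78, 87, 6 and 41. A pseudocount of 5 TPM gave 201, 123, 4, 39, 355, 76, 165, 2 and 28, and a filter of 50 TPM gave 162, 77, 0, 14, 307, 57, 148, 0 and 9. These limits change the counts by their construction, and for the other settings the cause was not tested. A count within 1.5 times the main one is treated as unmoved. Without a filter on level, the moved counts were 943 lower in DP than DN, 168 higher and 473 lower in PDGFRβ-S than DN, 589 lower in DP than PDGFRβ-S, and 113 and 318 highest in PDGFRβ-S and DN. Without the 20 highest genes they were 644, 52, 246, 404, 40 and 156 in the same order. GC and length centring gave 168 lower in DP than DN, 383 higher in DP than PDGFRβ-S, and 221, 6 and 50 highest in DP, PDGFRβ-S and DN. Quantile normalization gave 50 higher in PDGFRβ-S than DN, 461 higher and 318 lower in DP than PDGFRβ-S and 31 highest in PDGFRβ-S. Median-ratio rescaling gave 36 higher in PDGFRβ-S than DN and 24 highest in PDGFRβ-S, a count that was 23 with a pseudocount of 0.1 TPM and 6 for nuclear protein-coding genes. Across all alternatives 61 counts moved and 56 did not. The pericyte median of PDGFRβ-S against DN passed the upper percentile limit at −0.0209 with a pseudocount of 5 TPM, 0.0217 without a filter, −0.034 without the 20 highest genes, 0.0029 for nuclear protein-coding genes and 0.39 after centring, and the skeletal muscle median of DP against PDGFRβ-S passed the lower limit at −0.70 after centring. Of the list medians, 62 of 102 kept their position within or outside the percentile limits under all alternatives, though some within them changed sign, and 555 of 666 ratios of named genes kept their side of the 4-fold limit under those that apply to single genes, and no value past a limit in the main setting came to lie past the opposite one. Medians within the limits did change sign and pass one, as in DP against DN for epithelial genes (−0.45, then 2.76 with the stricter filter but −0.81, past the lower limit, after centring) and, after centring, in PDGFRβ-S against DN for BMP and TGF-β genes (−0.15, then 0.25) and in DP against PDGFRβ-S for mesenchymal transcription factors (0.24, then −0.59) and Hox genes (0.02, then −0.62). Scalings moved the median of the genes at 10 TPM or more in all 3 libraries by more than 0.1 in DP against DN (−0.15 without the 20 highest genes, −0.15 by quantiles, −0.28 for nuclear protein-coding genes, 0.12 by centring), in PDGFRβ-S against DN (0.19 by median ratio, 0.22 by quantiles, 0.29 by centring) and in DP against PDGFRβ-S (−0.24 by median ratio, −0.20 without the 20 highest genes, −0.37 by quantiles, −0.37 for nuclear protein-coding genes, −0.13 by centring). Depth limits the genes higher in PDGFRβ-S, 18 of 23 of which had under 20 reads, more than the genes higher in DP than DN, 14 of 412.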

Other observations

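The test with GC and length centring and the test on further marker genes were chosen after the patterns they concern had been seen, while the limits of each test were set before its own value was computed. Trunk Hox genes, which set position along the body axis, had medians of −0.41 in DP against DN, −0.41 in PDGFRβ-S against DN and 0.02 in DP against PDGFRβ-S, the last changing sign with scaling. After GC and length centring the Hox medians of DP passed the lower limit, at −0.76 against DN and −0.62 against PDGFRβ-S. Hoxd11 was at 12.6, 53.6 and 46.2 TPM in DP, PDGFRβ-S and DN, Hoxb9 at 3.51, 8.23 and 16.4 TPM, and Hoxc6 at 14.3, 5.90 and 5.05 TPM. Sclerotome and cartilage genes had a median of −1.24 in DP against DN (percentile 0.06), with Uncx, of the posterior sclerotome, at 1.54, 4.81 and 6.93 TPM. Nephric genes had a median of −1.25 (percentile 0.410), which came within the limits with a pseudocount of 5 TPM (−0.51), without a filter (−0.58), by the mean (−0.75) and with the stricter filter (0.16), with Eya1, of nephrogenic mesenchyme, at 1.74, 2.76 and 8.62 TPM. Snai1 and Snai2, repressors of epithelial genes in mesenchyme, were highest in DP, at 59.2 against 13.8 and 20.2 TPM and at 259 against 98.0 and 90.5 TPM. Xist, expressed from the inactive X chromosome of females, was at 14.8 TPM in DP, 93.8 in PDGFRβ-S and 101 in DN, while the Y-linked genes Ddx3y (8.75, 5.33 and 8.73 TPM) and Eif2s3y (11.6, 16.5 and 14.3 TPM) showed no such gap. The further Y-linked genes Kdm5d (2.22, 3.30 and 4.71 TPM) and Uty (1.65, 2.55 and 4.88 TPM), named after their values were seen, had their lowest TPM in DP.

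DP stood further from both other libraries than these did from each other. Against DN, 412 genes were higher and 331 lower in DP, and 23 and 122 in PDGFRβ-S, a ratio of 5.12 between the totals. The ratio was 3.48 without the 20 highest genes, 17.1 among genes at 50 TPM or more and 4.35 after centring on GC content and length, where a value under 1.5 would have laid the pattern on these properties. A few dominant genes, genes near the read floor, and a trend with GC content or length therefore fall short as its whole source, although centring lowered the genes apart between DP and PDGFRβ-S from 987 to 535. With 1 library per population, the making of the DP library, which also differs in ribosomal RNA and mitochondrial share, cannot be told apart from the identity of its cells.

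Sympathetic and skeletal muscle transcripts in DN may come from neuroblasts and muscle progenitors that carry little of either surface marker and so pass into the DN gate. The study reported clusters of sympathetic nervous system cells and skeletal muscle progenitors among its single cells of the whole AGM. No marker of either cell type is named among the sort gates. Such cells would bring their other abundant transcripts, which was tested on further genes of both types, listed before their values were read. Of 14 such genes with 5 TPM or more in 1 library, 50% (7) were at least 2-fold higher in DN than in both others, 6 of 10 sympathetic and 1 of 4 muscle genes. That lies between the limits of 75% and 50% set for and against, so on this test the question stays open. The parts were computed before the combined share. Of these genes, picked as examples after their values were seen, Gap43, of growing axons, was at 17.1, 15.4 and 100.5 TPM in DP, PDGFRβ-S and DN, whereas the muscle gene Klhl41 was at 41.7, 101.5 and 122.6 TPM.

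Globin transcripts may reflect primitive red cells, or RNA released by them, in PDGFRβ-S and DN more than in DP, as the sort excluded CD45 and no erythroid marker is named among its gates. Red cells would shift other erythroid transcripts along with globin. Against DN the median of 6 other erythroid genes was −1.71 and that of globin −2.48, a gap of 0.775 within the limit of 1 set for red cells, with Tfrc, the transferrin receptor, at 7.53 TPM in DP and 25.4 in DN. The outcome depended on scaling. The gap stayed within the limit after median-ratio rescaling (−1.72 and −2.54) and for nuclear protein-coding genes (−1.82 and −2.77). It was past the limit after quantile normalization (−1.38 and −2.81) and GC and length centring (−1.24 and −2.65). Without a filter on level the erythroid median was −0.42, within the random lists. Against PDGFRβ-S the gap was 1.43, past the limit, but 2 of the 6 erythroid genes lay within that limit and several had few reads, a reason given after the value was seen. This gap stayed past the limit for nuclear protein-coding genes (−1.08 and −2.54), after median-ratio rescaling (−0.92 and −2.41) and after quantile normalization (−0.83 and −2.46). It came within the limit after GC and length centring (−1.47 and −2.40). Free globin RNA would leave the same values, and no biological explanation was tested.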
